A study of Mus musculus with 16 samples. Its data were reported in "Tau activation of microglial cGAS–IFN reduces MEF2C-mediated cognitive resilience" (2023).

How the data were processed

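Single-nucleus RNA-seq was read from the hippocampus of 16 male mice, 1 animal per library. Per the labels, 8 libraries came from C57BL/6 wild-type (WT) mice and 8 from mice lacking *Ifnar1*, a subunit of the receptor for type I interferon (knockout, KO). Within each genotype, 4 libraries came from mice given vehicle and 4 from mice given DMXAA, an agonist of mouse STING. WT mice were aged 2 months and 23 days and KO mice 3 months and 3 days, so genotype coincided with age and with cohort. Replicate numbers only name the libraries within a group and pair none of them.

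The deposited matrices hold whole UMI counts per gene and barcode, without normalization, for barcodes that Cell Ranger called as cells. The file headers name Cell Ranger 6.1.2, whereas the methods of the study name an earlier version. Those methods state the mm10 genome and that reads on pre-mRNA were counted. Each file lists 32285 genes. Gene positions were taken from GENCODE M21 on GRCm38, the assembly also called mm10, by gene identifier, which placed 32158 of the 32285 genes.

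Nuclei were kept with at least 200 and at most 4000 genes and at most 5% mitochondrial UMIs, the limits of the study. Doublets were called in each library from simulated doublets, at 0.8% per 1000 barcodes, and removed. Of 155084 barcodes, 112317 nuclei were kept. Counts were scaled to 10000 per nucleus and logged, and 2000 variable genes, 30 principal components and 20 neighbours were used for Leiden clustering at resolution 0.5 (leidenalg 0.10.2, igraph 0.11.9, Python 3.11.15, NumPy 2.4.6). The 36 clusters were named from marker lists written before the data were examined. The thresholds of the naming rule were set after the clusters had been seen. A marker counted where over 10% of a cluster's nuclei held it and its CPM, with 5 added, was over 2 times the 25th percentile of clusters. A name needed 3 markers, a lead of 0.2 in mean log2 enrichment over the next class, no more markers of another class among the top 10 genes detected in over 20% of nuclei, and a median UMI count of at least 1/3 of its libraries' median. Clusters outside these limits stayed unnamed. The class names are therefore rebuilt (microglia-like, excitatory-neuron-like and so on), and differences from the study may come from them. Excitatory neurons (EN) were clustered again at resolution 0.5 without the interferon list, *Mef2c* and the MEF2C target lists, into 25 clusters, which were grouped by regional markers.

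UMI counts were summed per library and class, where a library had at least 20 nuclei of the class. edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, quasi-likelihood F test, two-sided) was fitted to all 16 libraries with 4 groups. The contrasts were DMXAA against vehicle in each genotype, the difference between these effects (the interaction) and KO vehicle against WT vehicle. P-values were adjusted by Benjamini-Hochberg within each class and contrast. Within EN clusters and regions, those of each named gene were instead adjusted over the clusters or over the regions, and not over genes. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.1, the thresholds of the study, which tested single nuclei. Values per library are CPM, with a prior count of 1 on the log scale. In microglia, UMIs per library ranged from 389209 to 865764, and in EN from 20037051 to 37306523.

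Gene lists were tested with camera at its preset correlation of 0.01, with camera at an estimated correlation and with fry (limma 3.58.1), and the median change was ranked among 10000 random lists of matched expression. The interferon-stimulated gene (ISG) list holds 73 genes. The other lists were the 6 ISGs named in the text of the study, 5 genes of the MEF2C network named there (*Mef2c* among them), 229 and 123 MEF2C targets changed in EN and inhibitory neurons (IN) of *Cgas*-deleted mice, 122 changed in EN of mice given a cGAS inhibitor, 107 changed by DMXAA in EN, 16 neuronal genes, and clock genes in 2 phases of 9 and 5 genes. The 107-gene list was chosen by the study on these libraries and is not independent evidence. Of its genes, 68 are also among the 229. Class shares and library values were compared by two-sided exact permutation tests on the difference of means. With 4 against 4 libraries there are 70 arrangements, and the smallest possible p is 0.0286.

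A fold against a group without counts is given as a lower bound against a floor of 3 counts over the group, and none is given where both groups were at or under the floor. Against 1 to 3 counts the ratio is given with its exact 95% interval. Floors and intervals cover counting error only.

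The genes named in the text followed a rule. For microglia and EN in each genotype, these were the 5 called genes with the largest rise and the 5 with the largest fall among those whose 4 DMXAA libraries lay on one side of the 4 vehicle libraries. For the interaction, the 5 largest called genes in each direction were named. *Ifnar1*, *Mef2c*, *Rgs6*, *Dpp10*, *Gria4*, *Pdzrn3*, *Ifi204*, *Oasl2*, *Trim30a*, *Sp100* and *Rnf213* were named whatever their values. The values of 1 further gene that the rule names are not reported. The groups, tests, lists, naming rule for genes and the alternatives, except those named as added, were fixed before the data were examined.

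The alternatives were DESeq2 1.42.0, no low-count filter, doublets kept, no upper limit on genes, coarser clusters (resolution 0.2, 30 clusters), the 8 libraries of a genotype alone, each library left out, a neuronal RNA covariate in microglia, the same weights for EN regions in every library (their mean shares over all libraries), other gene lists, and nuclei treated as replicates by Wilcoxon test. Added after seeing the data were limma-trend on log2 CPM, list genes near 0 counts left out or set to their bound, the list genes tested in every class, the low-UMI cluster counted as EN, splits without 1 library, and any gap between genotypes in a test of separating genes. The fits were tested on simulated counts with 200 changed genes drawn from the real means, library sizes and dispersions. The changes were set in WT DMXAA libraries alone, at a log2 size of at least 1. Smaller changes were not simulated, nor were other differences between genotypes or a library far from its group. For the WT contrast, edgeR recovered 71.9% of the changed genes in microglia, with 8 false calls among 8713 genes, and 78.3% in EN, with 3 false calls among 17485 genes. DESeq2 recovered 75.4% and 83.3%, with 11 and 24 false calls, and limma-trend 69.8% and 78.3%, with 4 and 3. For the interaction edgeR recovered 49.7% in microglia and 65.2% in EN, with 7 false calls each. DESeq2 recovered 53.3% and 72.2%, with 14 and 33 false calls, and limma-trend 48.7% and 63.6%, with 7 and 6. In the KO contrast, which had no changed genes, DESeq2 made 2 and 3 false calls and the other 2 made 0.

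Endothelial nuclei of WT mice were too few to test, and mural and ependymal nuclei were used for shares only. Clusters without a class name entered no comparison of genes, except that 1 alternative counted the low-UMI cluster as EN. Within EN, 7 of the 25 clusters had no regional name, and each of these stood as a region of its own. Other tests ran in SciPy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.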

Results

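Nuclei from the hippocampus were profiled in 16 libraries, with 4 WT vehicle, 4 WT DMXAA, 4 KO vehicle and 4 KO DMXAA animals. The libraries held 7869 to 12457 barcodes and 66059561 to 93228638 UMIs each. After filtering, 5277 to 9411 nuclei and 33495342 to 52596443 UMIs per library remained. Clusters without a class name held 11.6% ± 2.45 (SD, n = 4) of nuclei in WT vehicle libraries and 12.04% ± 4.13 in WT DMXAA libraries. In KO libraries they held 11.2% ± 2.02 with vehicle and 11.5% ± 3.57 with DMXAA. Most of these nuclei lay in 1 cluster with few UMIs per nucleus, which held 16.9% of the nuclei of WT DMXAA replicate 3.

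*Ifnar1* (ENSMUSG00000022967, chromosome 16, 91485238 to 91507441 on GRCm38) is the targeted gene. Over all nuclei kept, its level in WT vehicle replicates 1 to 4 was 16.8, 18.9, 18.4 and 18.1 CPM. The WT DMXAA libraries had 19.2, 18.3, 13.4 and 18.3 CPM. In KO vehicle libraries the level was 11.5, 10.7, 11.5 and 12.3 CPM, and in KO DMXAA libraries it was 12.6, 10.9, 11.5 and 11.98 CPM. The KO mean of 11.6 ± 0.632 CPM (SD, 8 libraries) was 65.9% of the WT mean of 17.7 ± 1.86 CPM (two-sided exact permutation p = 0.000155). The counts were 3′-end counts that included introns, and reads were not resolved along the gene. Genes that were not targeted also differed between the genotypes, *Son* at 60.0% (exact permutation p = 0.0014) and *Malat1* at 32.0% of the WT mean (exact permutation p = 0.000622). Both were chosen after their values were seen.

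Shares of nuclei were compared to ask whether DMXAA changed the makeup of the tissue. Of 26 comparisons over 13 classes, 1 had an unadjusted exact permutation p under 0.05 and 0 passed after adjustment, with a lowest adjusted p of 0.540. At the smallest possible p of 0.0286 a single share could not pass among 26, so the 0 excludes no change. The 1 was the endothelial share in KO libraries, 0.312% ± 0.199 with DMXAA against 0.564% ± 0.116 with vehicle (two-sided exact permutation p = 0.0286, n = 4 each). It contained KO DMXAA replicate 3, at 0.0143%. Microglia made up 4.82% ± 0.629 of WT DMXAA and 4.29% ± 0.229 of WT vehicle nuclei (exact permutation p = 0.2). EN made up 42.0% ± 3.30 and 44.5% ± 1.62 (exact permutation p = 0.229).

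Gene expression in microglia was compared to ask which genes responded to DMXAA and whether the response needed *Ifnar1*. In WT microglia, edgeR called 169 of 9043 genes, 109 higher and 60 lower with DMXAA, and 907 genes had an unadjusted p under 0.05. DESeq2 called 202 genes and limma-trend, added after seeing the data, called 155, of which 144 were among the 169. The count moved most when nuclei were treated as replicates, to 1471. Among the library choices, leaving out WT DMXAA replicate 3 moved it to 690 genes, 312 higher and 378 lower, and leaving out WT vehicle replicate 1 moved it to 112. In KO microglia, edgeR called 0 genes, with 446 at an unadjusted p under 0.05, and DESeq2 and limma-trend also called 0. Without WT DMXAA replicate 3, which enters the shared dispersion, edgeR called 50 genes in KO microglia, none of them on the ISG list. With nuclei as replicates the KO count was 629.

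In WT microglia, *Ifi207* and *Oas2* had 0 counts in the 4 vehicle libraries together. *Ifi207* (ENSMUSG00000073490, chromosome 1, 173723427 to 173741747) had 394 counts with DMXAA, at least 116-fold higher (log2 6.85). *Oas2* (ENSMUSG00000032690, chromosome 5, 120730333 to 120749853) had 327 counts with DMXAA, at least 96.0-fold higher (log2 6.59). *Ifi213* (ENSMUSG00000073491, chromosome 1, 173566283 to 173599274) rose by 6.64 ± 0.74 on the log2 scale (SE, n = 4 each). *Oasl2* (ENSMUSG00000029561, chromosome 5, 114896936 to 114912234) rose by 6.42 ± 0.84. *Slfn5* (ENSMUSG00000054404, chromosome 11, 82951349 to 82964840) rose by 5.98 ± 0.63. In KO microglia, *Oas2*, *Ifi213*, *Oasl2* and *Slfn5* were listed at 0 in both groups and *Ifi207* had 1 count with vehicle and 2 with DMXAA, so no fold is given. *Ifi204* (ENSMUSG00000073489, chromosome 1, 173747293 to 173766943) rose by 5.10 ± 0.59 in WT and had 2 and 0 counts in KO. *Trim30a* (ENSMUSG00000030921, chromosome 7, 104409025 to 104465193) rose by 2.39 ± 0.21 in WT and changed by -0.02 ± 0.24 in KO. In edgeR the adjusted p of these 7 genes in WT ranged from 1.03e-05 for *Trim30a* to 0.00287 for *Oas2*, and each gene was higher in all 4 DMXAA libraries than in any vehicle library.

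The largest falls in WT microglia were in genes of lower count. *Dbp* (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) fell by 2.59 on the log2 scale (SE 0.62, edgeR adjusted p = 0.0392). *Mmp28* (ENSMUSG00000020682, chromosome 11, 83440768 to 83463071) fell by 2.26 (SE 0.47). *Gm11368* (ENSMUSG00000085188, chromosome 13, 30058677 to 30062971) also fell by 2.26 (SE 0.40). *Ccdc162* (ENSMUSG00000075225, chromosome 10, 41538846 to 41716634) fell by 2.20 (SE 0.39). *Gm15232* (ENSMUSG00000084806, chromosome X, 167088093 to 167102090) fell by 2.14 (SE 0.51). Each was lower in all 4 DMXAA libraries than in any vehicle library. Their interaction with genotype did not pass in edgeR, with adjusted p values from 0.102 for *Ccdc162* to 0.506 for *Gm15232*.

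**Figure D1:**
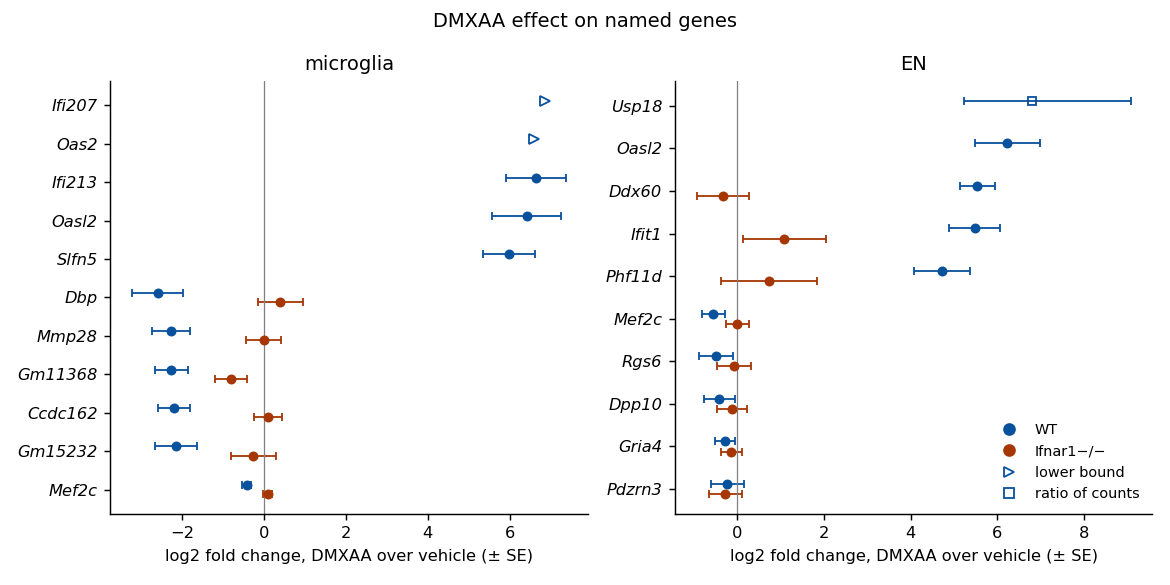
Log2 fold change of DMXAA over vehicle (x axis) for genes named in the text, in microglia and EN, in WT and KO libraries (n = 4 per group, points with SE from edgeR). Open triangles are lower bounds against a vehicle group at 0, the open square for *Usp18* is the ratio of counts with its 95% interval, and KO values are left out where both groups had at most 3 counts.

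Whether the DMXAA effect in microglia differed between genotypes was tested directly. The interaction was called for 15 genes by edgeR, 10 more positive in WT and 5 more negative, with 797 genes at an unadjusted p under 0.05. DESeq2 called 42 and limma-trend 43, the latter including all 15. The edgeR count was 73 without WT DMXAA replicate 3 and 8 without KO vehicle replicate 1. The 109 genes called higher in WT had a median log2 change of 1.66 in WT and 0.02 in KO, and for all 109 the interaction had the same sign. The genes were chosen for their WT change, which enters the interaction, so this count of signs is no evidence of a difference between genotypes. For the 60 called lower, the medians were -0.84 and -0.05. Of the 169 genes, 10 had a KO group at 0 counts, and edgeR gives such genes no usable interaction. By limma-trend the interaction was called, more positive in WT, for *Oas2*, *Ifi213* and *Slfn5* (adjusted p = 0.000963 each) and for *Oasl2* (0.00205). These genes had 0 counts in both KO groups, so the prior count sets the size of the difference and none is given.

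Among the called interactions, *Sp100* (ENSMUSG00000026222, chromosome 1, 85649988 to 85709998) differed most, by 5.43 ± 0.85 (SE, edgeR adjusted p = 0.00885), with 13 counts in KO vehicle and 5 in KO DMXAA libraries. *Stat2* (ENSMUSG00000040033, chromosome 10, 128270559 to 128292849) differed by 3.12 ± 0.52. *Rnf213* (ENSMUSG00000070327, chromosome 11, 119393100 to 119487418) differed by 2.78 ± 0.37. *H2-K1* (ENSMUSG00000061232, chromosome 17, 33996017 to 34000347) differed by 2.44 ± 0.45. In WT alone, *Sp100* and *Rnf213* rose by 4.002 and 2.61, against changes of -1.43 and -0.17 in KO.

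The 5 negative interactions were smaller. *Myo1d* (ENSMUSG00000035441, chromosome 11, 80482126 to 80780025) differed by -1.99 ± 0.32. *Myo18b* (ENSMUSG00000072720, chromosome 5, 112688876 to 112896362) differed by -1.88 ± 0.28. *Jam2* (ENSMUSG00000053062, chromosome 16, 84774123 to 84825928) differed by -1.64 ± 0.28. *Fcrls* (ENSMUSG00000015852, chromosome 3, 87250758 to 87263738) differed by -1.60 ± 0.31, and *Csmd3* (ENSMUSG00000022311, chromosome 15, 47580637 to 48792063) by -1.15 ± 0.19. The edgeR adjusted p over the named interactions in microglia ranged from 0.00371 for *Rnf213* to 0.0496 for *Fcrls*.

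The ISG list was compared across classes to ask which class responded most. In WT, the mean log2 change was 2.77 over 51 tested genes in microglia (median 2.01), 2.16 over 39 in astrocytes (1.94), and 2.03 over 44 in EN (1.57). It was 1.88 over 18 genes in oligodendrocyte precursors (OPC, 1.76), 1.31 over 18 in oligodendrocytes (0.75) and 0.29 over 16 in IN (0.30). Over all genes tested, 44, 22, 17, 9, 2 and 0 list genes were called in the same order of classes. Adjusted over the list alone, the counts were 49, 36, 32, 14, 10 and 1. The list rose in WT in these 6 classes by camera at the preset correlation, at an estimated correlation and by fry, with fry adjusted p from 6.66e-05 in microglia to 0.0118 in IN. On the 15 list genes tested in 5 classes, a comparison added after seeing the data, the mean was 2.23 in microglia, 1.73 in OPC, 1.53 in astrocytes, 1.53 in EN and 1.34 in oligodendrocytes. The setting that moved the microglial value most was the 6 genes named by the study, with a mean of 3.88 in WT and -0.68 in KO. The study chose these genes on these libraries, so their WT mean is not independent evidence. In KO microglia *Ifi204* had 2 and 0 counts and *Oasl2* had 0 in both groups. The KO mean therefore includes genes without a usable fold and does not show a fall. The 4 of the 6 genes tested in EN had a mean of 2.90 in WT. With 2 genes near 0 counts set to their bound the microglial mean was 2.73 and the median 2.01. In fibroblasts, choroid plexus cells and border macrophages the means were 0.91, 1.07 and 0.87, with fry adjusted p of 0.0311, 0.0322 and 0.393. At an estimated correlation none of these 3 passed, and their interactions of 0.81, 0.98 and 0.64 did not pass by fry.

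In KO libraries the list did not pass by camera or fry in 5 of the 6 classes. The mean was 0.03 in microglia (median 0), 0.06 in astrocytes, 0.09 in EN, 0.01 in oligodendrocytes and -0.06 in IN. In OPC it was -0.24, which passed by camera (adjusted p = 0.0286) but not at an estimated correlation (0.431) or by fry (0.431). The list's mean level in OPC was lower in every KO DMXAA library than in any KO vehicle library (two-sided exact permutation p = 0.0286, n = 4 each, adjusted 0.0776). In microglia, 16 list genes had a KO group at or under 3 counts. With these at their bound the KO mean was -0.04 and the median -0.13.

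The interaction of the list was 2.74 in microglia (median 1.94), 2.11 in OPC, 2.10 in astrocytes, 1.95 in EN, 1.30 in oligodendrocytes and 0.36 in IN. By fry the adjusted p was 0.00773, 0.000615, 0.00524, 0.00486, 0.0528 and 0.0235. All 6 passed by camera at the preset and at an estimated correlation, so that oligodendrocytes failed by fry alone. For the 35 microglial genes with over 3 counts in every group the interaction was 1.78 (median 1.58), and with the others at their bound it was 2.79 (median 1.94).

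**Figure D2:**
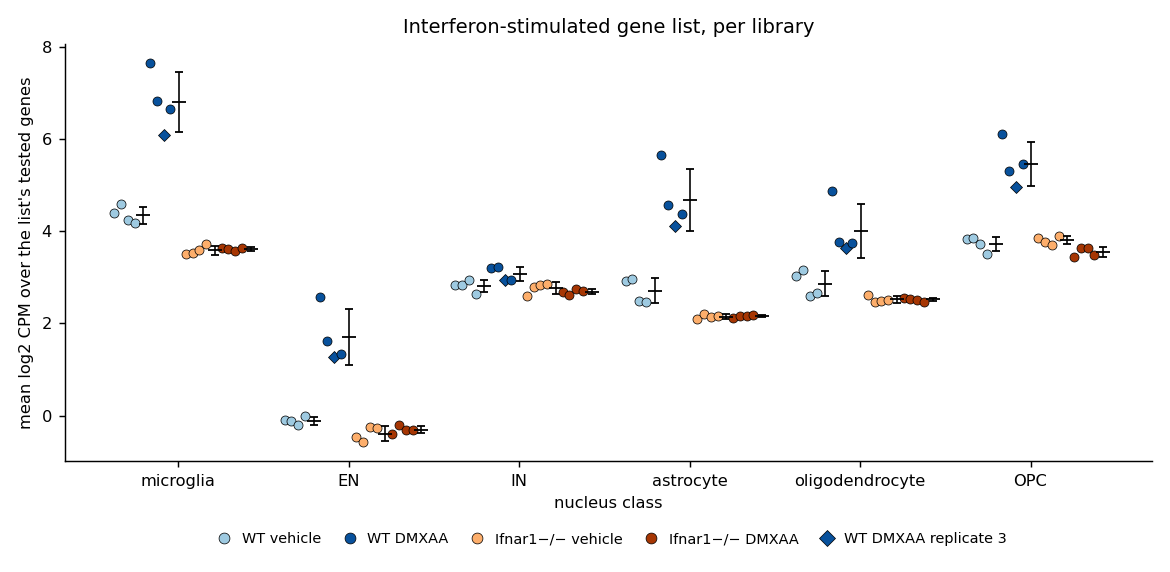
Mean log2 CPM over the tested genes of the ISG list (y axis) per library in 6 nucleus classes (x axis), with the mean and SD of 4 libraries beside the points. In microglia the WT DMXAA libraries lie between 6.098 and 7.66, above the WT vehicle libraries between 4.17 and 4.596.

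Per library, the list's mean level was higher in all 4 WT DMXAA libraries than in any WT vehicle library in microglia, EN, astrocytes, oligodendrocytes, OPC and fibroblasts (two-sided exact permutation p = 0.0286 each, adjusted 0.0776 over 19 tests). In microglia it rose from 4.36 ± 0.19 to 6.81 ± 0.65 log2 CPM (SD, n = 4).

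EN were compared to ask whether neurons responded. In WT EN, edgeR called 21 of 17772 genes, all higher with DMXAA, and 789 had an unadjusted p under 0.05. Of the 21, 17 were on the ISG list, and 15 of the 16 that could be tested in microglia were called higher there too. DESeq2 called 48, limma-trend 20, and the count without WT DMXAA replicate 3 was 49, with 7 lower. With nuclei as replicates it was 6851. In KO EN, edgeR called 0 genes (993 at an unadjusted p under 0.05), as did DESeq2 and limma-trend, against 6195 with nuclei as replicates. The interaction was called for 5 genes by edgeR, 32 by DESeq2 and 6 by limma-trend. It fell to 2 genes without KO vehicle replicate 3.

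In WT EN, *Usp18* (ENSMUSG00000030107, chromosome 6, 121245906 to 121270917) had 3 counts with vehicle and 301 with DMXAA, a ratio of 111 (95% interval 37.8 to 544). *Oasl2* rose by 6.24 ± 0.74 (SE, n = 4 each). *Ddx60* (ENSMUSG00000037921, chromosome 8, 61928087 to 62038244) rose by 5.54 ± 0.41. *Ifit1* (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009) rose by 5.48 ± 0.58. *Phf11d* (ENSMUSG00000068245, chromosome 14, 59347407 to 59365470) rose by 4.72 ± 0.65. The edgeR adjusted p of these 5 ranged from 6.50e-06 for *Ddx60* to 0.00236 for *Phf11d*. The called interactions included those of *Ddx60* (5.88 ± 0.76), *Gm19684* (4.79 ± 0.59), *Gm20559* (4.52 ± 0.68) and *Iigp1* (2.38 ± 0.34). *Gm19684* (ENSMUSG00000092277) lies on chromosome 17 from 36121678 to 36129692. *Gm20559* (ENSMUSG00000106734) lies on chromosome 6 from 3333194 to 3346128. *Iigp1* (ENSMUSG00000054072) lies on chromosome 18 from 60376027 to 60392634. *Trim30a* changed by 0.45 ± 0.28 in WT EN and by 0.85 ± 0.33 in KO EN, and neither was called.

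In the other classes, edgeR called 32 genes in WT astrocytes (30 higher, 2 lower, 841 at an unadjusted p under 0.05), 14 in OPC (558) and 3 in oligodendrocytes (651). In IN it called 0, with 348 at an unadjusted p under 0.05, and DESeq2 and limma-trend also called 0. DESeq2 called 68 in astrocytes, 21 in OPC and 29 in oligodendrocytes. Of the genes called higher and testable in microglia, 21 of 25 in astrocytes, 9 of 11 in OPC and 2 of 3 in oligodendrocytes were also called higher there. In KO libraries edgeR called 0 genes in these 4 classes, with 726, 487, 457 and 829 at an unadjusted p under 0.05 in astrocytes, OPC, oligodendrocytes and IN, and DESeq2 and limma-trend called 0 in each. The interaction was called by edgeR for 5 genes in OPC (645 at an unadjusted p under 0.05) and for 0 in astrocytes (993), oligodendrocytes (622) and IN (786). DESeq2 called 5, 21, 0 and 1 interactions in that order and limma-trend 5, 6, 0 and 0. Without WT DMXAA replicate 3, the WT counts were 187 in astrocytes, 111 in OPC and 309 in oligodendrocytes, where leaving out WT vehicle replicate 1 gave 0. The KO counts without it were 129 in astrocytes, 43 in OPC and 20 in IN, none on the ISG list. Without WT vehicle replicate 4, 17 genes were called in WT astrocytes. The interaction count in OPC was 11 without WT DMXAA replicate 3 and 2 without KO vehicle replicate 4, and that in astrocytes was 21 without WT DMXAA replicate 3. In choroid plexus cells 40 genes were called in WT and 4 in KO, and in fibroblasts, border macrophages and Cajal-Retzius cells 0 in either by edgeR, with 583, 154 and 145 genes at an unadjusted p under 0.05 in WT. In KO endothelial cells edgeR called 0 of 2501 genes (89 at an unadjusted p under 0.05).

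*Mef2c* (ENSMUSG00000005583, chromosome 13, 83504034 to 83667080) encodes the transcription factor at the centre of the study, which asked whether it falls in neurons under interferon. The study listed *Mef2c* with the top genes lowered by DMXAA in WT EN. By immunostaining it also reported less MEF2C protein in CA1 neurons of WT mice after DMXAA, and no difference in KO mice. The values here are RNA over all EN and do not measure that protein. In WT EN, *Mef2c* changed by -0.56 ± 0.26 (SE, edgeR adjusted p = 1), lower with DMXAA on average but with overlapping libraries, and in KO EN by 0.00 ± 0.26. The interaction was -0.56 ± 0.37 (edgeR adjusted p = 0.749). As a level over summed counts without further normalization, *Mef2c* in WT EN was 345 ± 104 CPM with DMXAA and 539 ± 188 CPM with vehicle (two-sided exact permutation p = 0.171, n = 4 each). The setting that moved the edgeR value most gave EN regions the same weights in every library. With 7 regions (6 named and 1 unnamed cluster) holding 91.4% of EN nuclei at these weights, from 44.8% for dentate granule to 3.72% for subiculum, it was 327 ± 59.4 and 417 ± 67.1 CPM, a log2 difference of -0.35 (exact permutation p = 0.114). In KO the weighted difference was -0.09 (exact permutation p = 0.8). EN clusters divided the libraries unevenly. Cluster 1 held 1.17% to 2.08% of EN in WT vehicle and 0.0611% to 36.9% in WT DMXAA libraries. Cluster 2 held 25.1% to 48.6% in WT vehicle and 0% to 46.0% in WT DMXAA libraries. Contrasts within clusters can therefore lack libraries or rest on unlike ones. Within single EN clusters, *Mef2c* was lower in WT DMXAA in 12 of 16, with a median of -0.13, and 1 passed after adjustment over clusters alone. In KO it was lower in 8 of 15 clusters (median -0.0047), and the interaction was negative in 10 of 11 (median -0.21), of which none passed. Within regions, unnamed clusters included, it was lower in 8 of 11 in WT (median -0.17) and in 8 of 10 in KO (median -0.21), the interaction was negative in 6 of 9 (median -0.05), and none passed. With nuclei as replicates, the WT change of -0.62 had an adjusted p of 3.52e-137 and the KO change of 0.11 one of 7.78e-05 by Wilcoxon test.

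**Figure D3:**
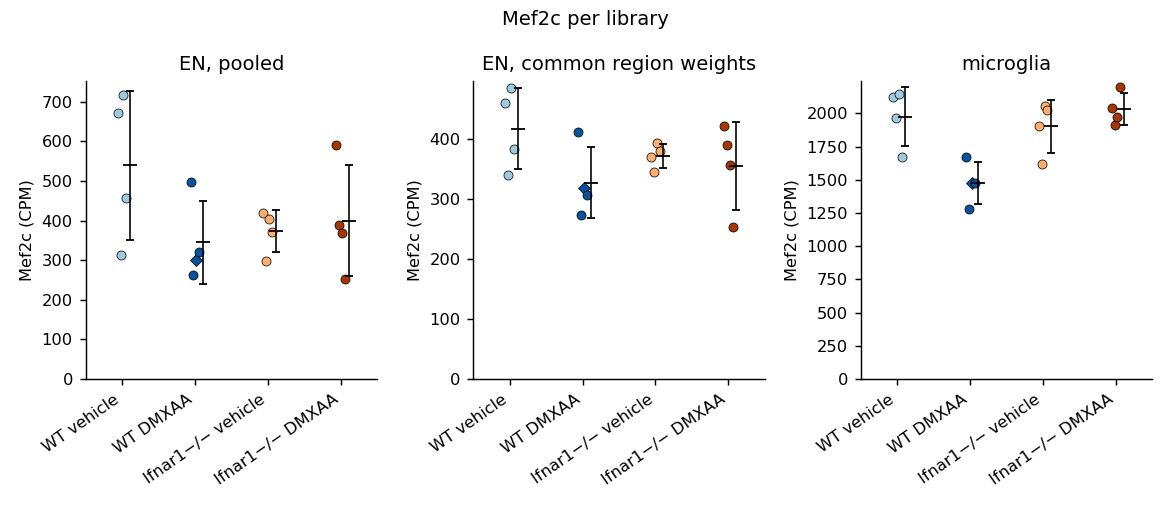
*Mef2c* in CPM (y axis) per library in EN pooled, in EN with the same region weights in every library and in microglia, for the 4 groups (x axis), with mean and SD of 4 libraries and a diamond for WT DMXAA replicate 3. In each panel the WT DMXAA mean is below the WT vehicle mean, and in both EN panels the groups overlap.

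In microglia, where *Mef2c* was at 1974 ± 220 CPM (SD) in WT vehicle libraries after edgeR normalization, against 458 ± 154 in EN and 665 ± 52.0 in IN, it changed by -0.42 ± 0.11 in WT (edgeR adjusted p = 0.0559) and 0.09 ± 0.11 in KO. In microglia the interaction was -0.52 ± 0.15 (edgeR adjusted p = 0.263). The WT change passed with DESeq2, with the neuronal RNA covariate and in 3 of the 16 fits without 1 library, among them that without WT DMXAA replicate 3. With doublets kept it was weakest among the other settings, at -0.36, and did not pass. In IN, it changed by 0.06 ± 0.11 in WT and 0.03 ± 0.11 in KO, with an interaction of 0.02.

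The other genes of the MEF2C network named by the study were chosen by it on these libraries. In WT EN, *Rgs6* (ENSMUSG00000021219, chromosome 12, 82588292 to 83162056) changed by -0.50 ± 0.39 (SE). *Dpp10* (ENSMUSG00000036815, chromosome 1, 123321471 to 124045559) changed by -0.41 ± 0.35. *Gria4* (ENSMUSG00000025892, chromosome 9, 4417896 to 4796234) changed by -0.28 ± 0.24. *Pdzrn3* (ENSMUSG00000035357, chromosome 6, 101149609 to 101377897) changed by -0.23 ± 0.38. Each had an adjusted p of 1 in edgeR. With 1 library left out, the WT change of *Rgs6* in EN ranged from -0.77 without WT DMXAA replicate 3 to -0.31 without WT DMXAA replicate 2. That of *Dpp10* in EN ranged from -0.68 without WT vehicle replicate 2 to -0.17 without WT vehicle replicate 1. Those of *Gria4* in EN and *Pdzrn3* in EN were -0.48 and -0.50 without WT vehicle replicate 2, and -0.16 and -0.06 without WT DMXAA replicate 2. In KO EN the changes were -0.08, -0.12, -0.14 and -0.27, and the interactions of -0.42, -0.29, -0.14 and 0.04 did not pass. With the same region weights in every library, the WT changes of *Rgs6* in EN, *Dpp10* in EN, *Gria4* in EN and *Pdzrn3* in EN were -0.17, -0.17, -0.13 and -0.00030. Within single regions the median WT changes were -0.05, -0.07, -0.08 and 0.27, and the median KO changes were -0.20, -0.31, -0.18 and -0.33. The median interactions within regions were positive, at 0.17, 0.21, 0.13 and 0.72. Within single clusters, which divided the libraries unevenly, the median WT changes were 0.15, -0.0054, -0.07 and 0.18. The median interactions there were 0.38, 0.11, -0.03 and 0.72. With each gene adjusted over regions or clusters alone, *Dpp10* passed in WT in 1 region and 2 clusters, in KO in 1 cluster and for the interaction in 1 region. *Rgs6* passed in WT in 1 cluster, *Pdzrn3* in KO in 2 regions and 2 clusters, and *Gria4* in none.

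MEF2C target lists asked whether the network moved as a whole in a common direction. The study reported targets that rose and others that fell with *Cgas* deletion, and the lists were not split by direction. Opposite changes can therefore cancel in these means and tests, which cannot show a network that moved both ways. In WT EN, the 229 targets from *Cgas*-deleted mice had a mean change of 0.08 and a median of 0.10 over 227 tested genes, at percentile 98.5 of matched random lists. None were called, over all genes or adjusted over the list alone. By camera at the preset correlation the adjusted p was 0.00482 upward, but at an estimated correlation it was 0.694 and by fry 0.752. The targets from IN had a mean of 0.08 and also passed upward by camera at the preset correlation (adjusted p = 0.0306). Their median lay at percentile 26.9 of random lists. Those from mice given the inhibitor had a mean of 0.04 and did not pass (camera adjusted p = 0.0803), with a median at percentile 7.4. The 107 targets that the study chose on these libraries had a mean of -0.03 and a median of -0.02 (camera adjusted p = 0.153, percentile 0), with 0 called either way. In KO EN the means of the 4 lists were -0.12, -0.13, -0.13 and -0.11, and the interactions were 0.20, 0.21, 0.17 and 0.09. By camera at the preset correlation all 4 lists passed downward in KO, with an adjusted p of 5.96e-07 for the 229 targets, and the interaction passed upward for all but the 107 targets, with 2.80e-07 for the 229. The EN values of the 4 lists in WT, KO and the interaction did not pass by fry or at an estimated correlation. In IN and microglia the 229 targets had WT means of 0.12 and 0.43, and none of the target lists passed by fry or at an estimated correlation in WT, KO or the interaction. By camera at the preset correlation all 4 lists passed in IN, upward in WT (adjusted p = 4.53e-06 for the 229), downward in KO (3.26e-08) and upward for the interaction (6.52e-11). In microglia all 4 passed downward in KO (2.54e-10) and upward for the interaction (1.37e-07), and in WT only the list from mice given the inhibitor passed, upward (0.0363, against 0.137 for the 229). In EN the mean of the 229 targets in WT was -0.15 without WT DMXAA replicate 3, and the interaction was -0.03.

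The vehicle groups were compared to show what genotype, age and cohort did together. KO vehicle differed from WT vehicle libraries in 8765 of 17772 genes in EN and in 1325 of 9043 in microglia by edgeR. The ISG list was lower in KO vehicle microglia by camera (mean -1.23, adjusted p = 2.62e-05) but not at an estimated correlation (0.645) or by fry (0.138). With the list genes near 0 counts at their bound the mean was -0.69. In EN it was -0.30 (fry adjusted p = 0.612). In border macrophages, with 2 WT vehicle libraries, and fibroblasts it was -2.70 and -1.06, and both passed by camera and by fry (adjusted p = 0.0280 each) but not at an estimated correlation (0.0571 and 0.231). The 229 MEF2C targets were 0.65 higher in KO vehicle EN by camera and by fry (adjusted p = 0.00128 by fry), but did not pass at an estimated correlation (0.152).

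Libraries were placed on the line from the WT vehicle mean, at 0, to the KO vehicle mean, at 1, over genes that separate the vehicle groups. In EN, 2679 genes were used. WT DMXAA replicate 3 lay at 1.001, whereas the other WT DMXAA libraries lay between -0.20 and -0.07 and the KO DMXAA libraries between 0.56 and 0.86. It was nearer the KO vehicle mean at 93.4% of these genes. In microglia it lay at 1.21, against -0.36 to -0.18 for the others. Its ISG level in microglia was 6.098 log2 CPM, above the highest vehicle or KO library at 4.596.

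**Figure D4:**
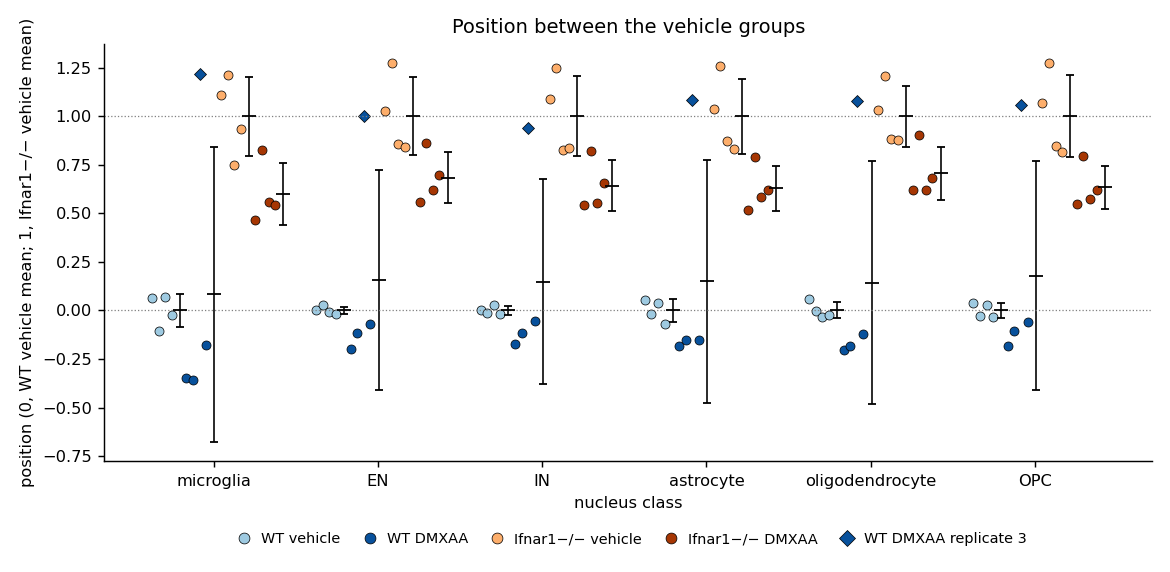
Position of each library between the WT vehicle mean (0) and the KO vehicle mean (1) on the y axis, in 6 nucleus classes (x axis), with the mean and SD of 4 libraries beside the points. WT DMXAA replicate 3 (diamond) lies at 1.001 in EN and at 1.21 in microglia.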

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

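Tests of the origin of WT DMXAA replicate 3 and of the split counts without it were chosen only after the result was seen, as was the test of its batch in EN.

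Of 136 groups of 4 libraries, 18 held a library far from the other 3, or 13.2%, where chance makes about 1 in 20 groups unusual. WT DMXAA replicate 3 accounted for 10 of the 18. It had 12457 barcodes (others 9769 to 9800), *Ifnar1* at 13.4 CPM (others 18.3 to 19.2), border macrophages at 1.25% of nuclei (others 0.254% to 0.374%) and neuronal RNA at 0.867% of microglial UMIs (others 0.149% to 0.177%). Between the WT vehicle mean at 0 and the KO vehicle mean at 1, it lay at 1.21 in microglia, 1.001 in EN, 0.938 in IN, 1.09 in astrocytes, 1.08 in oligodendrocytes and 1.06 in OPC. The other WT DMXAA libraries lay below 0 in all 6 classes. Within EN, *Ifnar1* was higher in every WT library, WT DMXAA replicate 3 included, than in any KO library, with a gap of 0.296 log2 CPM. Its mean there was 3.80 ± 0.0386 log2 CPM (SD) over the WT libraries.

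A mislabelled vehicle or KO library would lack the response, but its ISG level in microglia was 6.098 log2 CPM, above the highest vehicle or KO library at 4.596. A WT DMXAA animal prepared in the manner of the KO cohort is a candidate explanation, since it lay at 1.001 in EN. The labels name no preparation batch. If this holds, much of the KO against WT vehicle difference in EN may come from preparation, because this WT library was nearer the KO vehicle mean at 93.4% of the genes used, against 1.57% to 3.51% for the other WT DMXAA libraries. Genotype, age and cohort coincide over all other libraries and cannot be told apart. Age stays open as an untested biological explanation of the difference between the vehicle groups. By its label, WT DMXAA replicate 3 had the same age as the other WT libraries.

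Of the other unusual libraries, KO vehicle replicate 2 had a median mitochondrial share of 0.0710% (others 0.0344% to 0.0390%) and 11.1% of barcodes over the mitochondrial limit (others 5.55% to 6.05%). EN made up 37.0% of nuclei in WT DMXAA replicate 4 (others 43.5% to 43.7%) and 30.7% in KO DMXAA replicate 4 (others 39.8% to 41.4%). Oligodendrocytes made up 12.1% in WT vehicle replicate 4 (others 16.7% to 17.3%). Endothelial nuclei made up 0.0143% in KO DMXAA replicate 3 (others 0.403% to 0.419%). The low-UMI cluster held 6.71% in WT vehicle replicate 2 (others 10.5% to 11.2%). The ISG level in oligodendrocytes was 4.88 log2 CPM in WT DMXAA replicate 1 (others 3.63 to 3.77). No explanation of these 8 values was tested.

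The DMXAA effect differed between genotypes by edgeR for 15 genes in microglia, 5 in EN and 5 in OPC. Of 100 drawn splits with DMXAA and vehicle exchanged within genotype, the real one included, 1 gave as many in microglia, 2 in EN and 1 in OPC. These splits break the DMXAA effect itself, so such counts were rare only if DMXAA had no effect in either genotype. Equal effects in both genotypes were not tested by them. In EN, 1 other split gave 79 genes. It exchanged WT DMXAA replicate 3 with WT vehicle replicate 2, and 2 libraries of each group in KO. The counts without WT DMXAA replicate 3 were 73, 7 and 11. In IN, astrocytes and oligodendrocytes edgeR called 0 interactions, which all 100 splits reached, so this count tested nothing there. Genes at an unadjusted p under 0.05 numbered 786, 993 and 622, DESeq2 called 1, 21 and 0 and limma-trend 0, 6 and 0.

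The ISG list differed between genotypes by 2.74 in microglia, 1.95 in EN, 0.36 in IN, 2.10 in astrocytes, 1.30 in oligodendrocytes and 2.11 in OPC. Its KO mean stayed between -0.24 and 0.09 in these classes. Loss of *Ifnar1* is the biological explanation the design gives, and cohort and age coincide with it. Free microglial RNA in EN would bring microglial markers along. The ISG rise in EN was 0.857% of that in microglia, against 0.231% for the median of 8 markers, and it lay above the markers in all 4 WT DMXAA libraries. The rise in EN is therefore unlikely to be microglial RNA alone, although the highest single marker, at 7.07%, lay above the list. In astrocytes and OPC the list was at 10.6% and 5.59%, against marker medians of 0.470% and 0.458%, and above them in all 4 libraries. In IN it was at 0.0756% against 0.212%, above in 1 of 4 libraries, and in oligodendrocytes at 1.64% against 0.687%, above in 1 of 4. Microglial RNA stays open as a source of the rise in these 2 classes.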

How the results depend on the processing

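The alternatives with limma-trend, with list genes near 0 counts left out or at their bound, and with the low-UMI cluster counted as EN were chosen only after the result was seen.

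For 49 results, counts of genes and values of lists and of *Mef2c*, the alternatives other than leaving out a library gave 366 values. Of these, 308 kept their direction and their side of the threshold, or for counts stayed within 1.5 times, 3 were weaker, 2 stronger, 39 moved and 14 reversed. Leaving out 1 library at a time gave 775 values, of which 685 kept to this, 11 were weaker, 3 stronger, 45 moved and 31 reversed. Class shares were left out of these counts, because a single share could not pass after adjustment under any setting. For 34 named genes, 220 of 234 values and 464 of 544 without 1 library stayed, and the others were weaker without a change of direction. No paired analysis was possible because the replicate numbers pair no animals. Except where the construction shows it, the cause was not tested.

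With the 8 libraries of a genotype alone, edgeR called 57 genes in WT and 1 in KO microglia, 6 in WT EN, 2 in KO IN, 1 in WT and 192 in KO astrocytes, 0 in WT and 10 in KO oligodendrocytes, and 7 in WT and 34 in KO OPC. The ISG list in astrocyte KO DMXAA was then at -0.010 and the ISG list in OPC KO DMXAA at -0.0833. Fewer libraries enter the dispersion in this setting. With the neuronal RNA covariate, 493 genes were called in WT microglia and 124 for the interaction, the ISG list in KO microglia was at -0.16, and *Mef2c* in WT microglia was at -0.42 and passed. With nuclei as replicates, 1471 genes were called in WT and 629 in KO microglia, and 6851 in WT and 6195 in KO EN. This setting counts nuclei of 1 animal as independent.

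Without the low-count filter, edgeR called 30 interactions in microglia, 1 gene in WT IN and 1 interaction there, 52 genes in WT astrocytes and 8 interactions, 10 in WT oligodendrocytes, and 97 in WT OPC, 70 in KO OPC and 87 interactions. In KO endothelial cells it called 12, and the ISG list in KO OPC was at -0.0210. DESeq2 called 42 interactions in microglia, 48 genes in WT EN and 32 interactions, 1 interaction in IN, 68 genes in WT astrocytes and 21 interactions, and 29 in WT oligodendrocytes. With DESeq2 the ISG list in microglia KO DMXAA was at -0.00462 and Mef2c in EN KO DMXAA at -0.00610, and *Mef2c* in WT microglia was at -0.41 and passed. limma-trend called 43 interactions in microglia, 6 in astrocytes and 1 gene in WT oligodendrocytes.

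Without the upper limit on genes, 34 genes were called in WT EN, and *Mef2c* in KO was at -0.14 in EN and -0.0381 in IN. With the same EN region weights in every library, 13 genes were called in WT EN, the MEF2C targets in WT EN were at -0.00657 and Mef2c in EN KO DMXAA was at -0.0914. With doublets kept, 6 genes were called in WT oligodendrocytes. The ISGs named by the study were at -0.68 in KO microglia, where *Ifi204* and *Oasl2* had too few counts for a fold. With list genes near 0 counts at their bound, the ISG list in KO was at -0.0352 in microglia, -0.00837 in astrocytes and -0.0336 in oligodendrocytes. With them left out it was at -0.0438 in astrocytes and -0.0563 in oligodendrocytes. The targets from mice given the inhibitor were at 0.0431 in WT EN and no longer passed by camera.

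Leaving out 1 library at a time gave 112 genes (without WT vehicle replicate 1) to 690 (without WT DMXAA replicate 3) in WT microglia, 0 to 50 in KO microglia and 8 (without KO vehicle replicate 1) to 73 for the interaction. The highest of each count below also came without WT DMXAA replicate 3. EN gave 17 to 49 in WT and 2 (without KO vehicle replicate 3) to 7 for the interaction. IN gave 0 to 20 in KO. Astrocytes gave 17 (without WT vehicle replicate 4) to 187 in WT, 0 to 129 in KO and 0 to 21 for the interaction. Oligodendrocytes gave 0 (without WT vehicle replicate 1) to 309 in WT and 0 to 1 for the interaction. OPC gave 13 to 111 in WT, 0 to 43 in KO and 2 (without KO vehicle replicate 4) to 11 for the interaction. KO EN, KO oligodendrocytes, KO endothelial cells, WT IN and the interaction in IN gave 0 by edgeR whichever library was left out. With all libraries, edgeR had 993, 457, 89, 348 and 786 genes at an unadjusted p under 0.05 for these.

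For the lists, leaving out 1 library gave ranges of -0.0698 to 0.12 for the ISG list in KO microglia, -0.0615 to 0.17 in KO EN, -0.19 to 0.0378 in KO oligodendrocytes and -0.24 to 0.0222 in KO OPC. The MEF2C targets in EN ranged from -0.15 to 0.16 in WT and from -0.0298 to 0.29 for the interaction, both lowest without WT DMXAA replicate 3. *Mef2c* ranged from -0.74 to -0.41 in WT EN and from -0.21 to 0.17 in KO EN. In IN it ranged from -0.00830 to 0.0972 in WT, from -0.000734 to 0.0690 in KO and from -0.0408 to 0.0633 for the interaction. In WT microglia it ranged from -0.50 to -0.34 and passed in 3 of 16 fits. The ISG list stayed higher in WT in all 6 classes under every alternative run, from 0.20 in IN (without WT DMXAA replicate 1) to 3.88 in microglia (genes named by the study).

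Depth limited the low-count genes. In microglia, with 389209 to 865764 UMIs per library, 18 of the 169 genes called in WT had a group at or under 3 counts over its 4 libraries, and 10 had a KO group at 0.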

Other observations

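Tests of *Mef2c* in microglia, of the splits without WT DMXAA replicate 3, and of genes separating the genotypes by any gap were chosen only after the result was seen.

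Called genes were counted over all 35 splits of the 8 libraries of a genotype. In WT, 1 split, the real one, gave as many genes in astrocytes (32, largest other 3) and in OPC (14, largest other 10), so chance was excluded there. In microglia, EN and oligodendrocytes 2 of 35 splits did, so chance was not excluded by this count alone. The other split exchanged WT vehicle replicate 2 with WT DMXAA replicate 3 in microglia (488 genes) and oligodendrocytes (5). In EN it exchanged WT vehicle replicates 3 and 4 with WT DMXAA replicates 2 and 3 (31 genes). In WT IN, where edgeR called 0 (348 at an unadjusted p under 0.05, 0 by DESeq2 and limma-trend), all 35 reached as many, the largest other with 8. Without WT DMXAA replicate 3, 1 of 35 splits gave 690 genes in microglia (largest other 333), so chance was excluded, and 4 of 35 gave at least 49 in EN (largest other 216). In KO, edgeR called 0 genes in microglia, EN, IN, astrocytes, oligodendrocytes, OPC and endothelial cells, which all 35 splits reached, so the count tested nothing there. Between the vehicle groups 1 of 35 splits reached the 8765 genes in EN and 1 of 35 the 1325 in microglia.

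*Mef2c* in WT EN fell by 0.62 on the log2 scale as a pooled level and by 0.35 with the same region weights in every library. Whether a shift between EN subtypes made part of the fall cannot be told apart from a fall within them, because neither difference passed (two-sided exact permutation p = 0.171 and 0.114, n = 4 each). In microglia, where the fall was 0.42, leak from neurons is unlikely, since *Mef2c* was at 1974 CPM in WT vehicle microglia and at 458 in EN, and the fall was also 0.42 with the neuronal RNA covariate.

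The 60 genes lower in WT microglia after DMXAA could have come from neuronal RNA that differed between libraries. Their median level in EN relative to microglia was -3.67 on the log2 scale, and 0 of the 60 were higher in EN, against 26.6% of tested genes. This argues against that source. Neuronal RNA was 0.339% ± 0.352 of microglial UMIs in WT DMXAA and 0.257% ± 0.0428 in WT vehicle libraries (SD, two-sided exact permutation p = 1, n = 4 each). WT DMXAA replicate 3, at 0.867%, raised the DMXAA mean. The other 3 DMXAA libraries, at 0.149% to 0.177%, lay below every vehicle library, at 0.203% to 0.307%, so the direction reversed without it.

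*Dbp* fell by 2.59 in WT microglia and by 1.33 in WT astrocytes on the log2 scale, and changed by -0.05 in EN. A difference in the time of collection may lie behind this. The genes that cycle with *Dbp*, itself left out, changed by -0.36 in astrocytes, -0.35 in oligodendrocytes, -0.33 in microglia, -0.10 in OPC, -0.08 in IN and 0.01 in EN. In astrocytes and oligodendrocytes this passed by camera (adjusted p = 8.51e-07 and 6.01e-05), down in 8 of 9 genes each, and not by fry (0.0524 each). In KO the same genes changed by 0.04 in astrocytes and 0.05 in oligodendrocytes. Their interaction in these classes passed by camera (adjusted p = 0.00118 and 0.00156) and not by fry (0.0952 each). In WT the genes in antiphase changed by 0.70 in microglia, 0.16 in oligodendrocytes, 0.06 in OPC, -0.01 in astrocytes, -0.03 in IN and -0.09 in EN. Time of collection cannot be told apart from an effect of DMXAA here, because no times are given. The list that cycles with *Dbp* moved in WT astrocytes and oligodendrocytes and not in neurons.

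Genes that separated every KO from every WT library by over 1 on the log2 scale were searched near *Ifnar1*, since DNA from the strain of the knockout may surround it. In oligodendrocytes 2 of 4 such genes lay within 20 Mb of it, against 0.803% of tested genes (Fisher exact p = 0.000379, adjusted 0.00227). They were *Grik1* (ENSMUSG00000022935, chromosome 16, 87895900 to 88290265), 3.40 Mb away, and *Eva1c* (ENSMUSG00000039903, chromosome 16, 90826719 to 90905109), 0.63 Mb away. The other 2 were *Neurod6* (ENSMUSG00000037984, chromosome 6, 55677822 to 55681263) and *Ifi27* (ENSMUSG00000064215, chromosome 12, 103434211 to 103440239). In microglia the 1 gene was *Slfn2* (ENSMUSG00000072620, chromosome 11, 83065112 to 83070678) and in astrocytes *Usp18*. With any gap, 12 of 809 genes in EN lay near (Fisher exact p = 0.0141, adjusted 0.0844). The 12 include *Ifnar1* itself, which as the targeted gene is no evidence of DNA around it. Near genes were 5 of 278 in IN (adjusted 0.135), 7 of 511 in astrocytes (0.179) and 9 of 706 in oligodendrocytes (0.278). In OPC they were 2 of 219 (0.733) and in microglia 1 of 348 (0.733), so no class passed. *Setd4* (ENSMUSG00000022948, chromosome 16, 93583457 to 93604063), 2.10 Mb away, separated the genotypes in 5 of 6 classes. These 7 genes were chosen after their values were seen.

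Without WT DMXAA replicate 3, edgeR called 129 genes in KO astrocytes, although that library is not KO. Of these, 96.9% went in opposite directions in KO after DMXAA and in replicate 3 against the other WT DMXAA libraries. Over all genes tested in astrocytes this was 67.4%. Preparation differences among KO libraries cannot be told apart from an effect of DMXAA here, because these genes were chosen for their change in KO and no genes with a change of matched size were compared.

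Among unnamed clusters, 1 with *Gabra6* among its top genes held 3.16% of nuclei in KO DMXAA replicate 4 (191 nuclei), and 1 with *Gh* and *Prl* held 64 nuclei in WT DMXAA replicate 4.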
